# Skin Electroporation: Effects on Transgene Expression, DNA Persistence and Local Tissue Environment

**DOI:** 10.1371/journal.pone.0007226

**Published:** 2009-09-30

**Authors:** Anna-Karin Roos, Fredrik Eriksson, James A. Timmons, Josefine Gerhardt, Ulrika Nyman, Lindvi Gudmundsdotter, Andreas Bråve, Britta Wahren, Pavel Pisa

## Abstract

**Background:**

Electrical pulses have been used to enhance uptake of molecules into living cells for decades. This technique, often referred to as electroporation, has become an increasingly popular method to enhance *in vivo* DNA delivery for both gene therapy applications as well as for delivery of vaccines against both infectious diseases and cancer. *In vivo* electrovaccination (gene delivery followed by electroporation) is currently being investigated in several clinical trials, including DNA delivery to healthy volunteers. However, the mode of action at molecular level is not yet fully understood.

**Methodology/Principal Findings:**

This study investigates intradermal DNA electrovaccination in detail and describes the effects on expression of the vaccine antigen, plasmid persistence and the local tissue environment. Gene profiling of the vaccination site showed that the combination of DNA and electroporation induced a significant up-regulation of pro-inflammatory genes. *In vivo* imaging of luciferase activity after electrovaccination demonstrated a rapid onset (minutes) and a long duration (months) of transgene expression. However, when the more immunogenic prostate specific antigen (PSA) was co-administered, PSA-specific T cells were induced and concurrently the luciferase expression became undetectable. Electroporation did not affect the long-term persistence of the PSA-expressing plasmid.

**Conclusions/Significance:**

This study provides important insights to how DNA delivery by intradermal electrovaccination affects the local immunological responses of the skin, transgene expression and clearance of the plasmid. As the described vaccination approach is currently being evaluated in clinical trials, the data provided will be of high significance.

## Introduction

Numerous strategies – physical, chemical and immunological – are under investigation to improve the efficacy of DNA vaccines (reviewed in [1], [2]). *In vivo* electroporation devices have proven to be effective tools for enhanced delivery of DNA to muscle, skin and tumors. A wide range of studies have demonstrated that using electroporative DNA administration in small [3], [4] as well as large [5], [6] animals greatly increases gene expression and also induces impressive immune responses. The first gene therapy product with delivery by electroporation was licensed in 2007 in Australia for use in swine [1]. Several clinical investigations of intramuscular DNA delivery by electroporation have been under way since 2004 [7] and a number of new clinical investigations of both intramuscular and intradermal electroporation are in the pipeline. Results from the first clinical study of intratumoral electroporative DNA delivery recently demonstrated that *in vivo* electroporation is safe, effective and reproducible in patients with metastatic melanoma [8].

Pre-clinical electrovaccination (gene delivery followed by electroporation) studies performed to investigate the effect of electroporation on antigen expression kinetics [4], [9], [10], DNA persistence [11]–[13], local tissue injury, inflammation and cellular infiltration [12], [14] have generally utilized intramuscular DNA delivery and electroporation. Since electroporation increases transgene expression 10-100-fold [9], [10], [15], [16], probably due to a higher cellular uptake of DNA molecules, safety-related questions have been raised about the possibility that electroporation could lead to increased DNA persistence and a higher integration frequency [7], [17]. Results from studies of intramuscular electroporation are inconclusive, showing both increased integration [13], unchanged persistence of DNA in tissue [11], [12] and decreased levels of plasmid associated with high molecular genomic DNA [11]. However, to our knowledge, no data have been published on plasmid persistence or integration after skin electroporation. Furthermore, it has been suggested that intramuscular electroporation has adjuvant-like properties, such as generation of a pro-inflammatory milieu with cytokine release, cellular infiltration and moderate tissue injury [18]–[20]. Although both cellular infiltration and tissue damage have been indicated after skin electroporation [21], there is a lack of data both on the effect of the local tissue environment at the molecular level and on the possibility of an adjuvant effect.

Skin electroporation of genetic vaccines has shown very promising immune responses in small [16], [22], [23] and large animal models [21], [24] and is a very attractive DNA delivery method for clinical use. Skin is an ideal target for DNA vaccine delivery, as it is rich in antigen-presenting cells, such as Langerhans' cells and dermal dendritic cells. It also allows uncomplicated monitoring of the vaccination area. Skin electroporation permits topical application of a local anesthetic and uses short electrode needles. This is expected to significantly improve the tolerability of vaccine delivery compared to intramuscular electroporation, especially as the electrodes will not stimulate nearly as much muscle contraction. The effects of electrovaccination in the skin need to be delineated with the same vigilance as for intramuscular electroporation.

This study investigates the functional properties of intradermal electroporative DNA delivery. It has evaluated the kinetics of transgene expression after DNA injection, the location of transfected cells in the skin, the effect on the local tissue environment and the persistence of DNA molecules at the injection site.

## Results

### Intradermal DNA electroporation results in rapid, high and stable transgene expression, predominantly in the hypodermis

The impact of electroporation on transgene expression after intradermal DNA delivery was investigated. Mice received intradermal injections of 10 µg luciferase encoding plasmid and half of them were subjected to electroporation. Luciferase expression was measured using an *in vivo* imaging system. Mice receiving DNA in combination with electroporation expressed luciferase already after 1 hr (**Fig. 1a**), while expression in the non-electroporated mice was below the detection level (<100 pixels/sec/cm^2^). Luciferase expression in the electroporated mice was more stable and the average emission was up to 2 logs higher than in the non-electroporated mice. Average protein expression in the electroporated group remained significantly higher until day 15 compared to the non-electroporated mice (**Fig. 1a**). In a longer follow-up study, an average level of 10^6^ pixels/sec/cm^2^ of luminescence was detected 5 months after a single electrovaccination of 10 µg DNA (data not shown). After the observation that electrovaccinated mice had detectable luciferase expression already 1 hr after vaccination (**Fig. 1a**) the early kinetics of luciferase gene expression after electrovaccination was investigated in greater detail. Bioluminescent images showed that the luciferase gene was expressed as early as 17 minutes after DNA injection (**Fig. 1b**). At 22 minutes post injection, 3 out of 4 injection sites expressed the luciferase gene (**Fig. 1c**) and all sites did so after 30 minutes (**Fig. 1d**).

**Figure 1:**
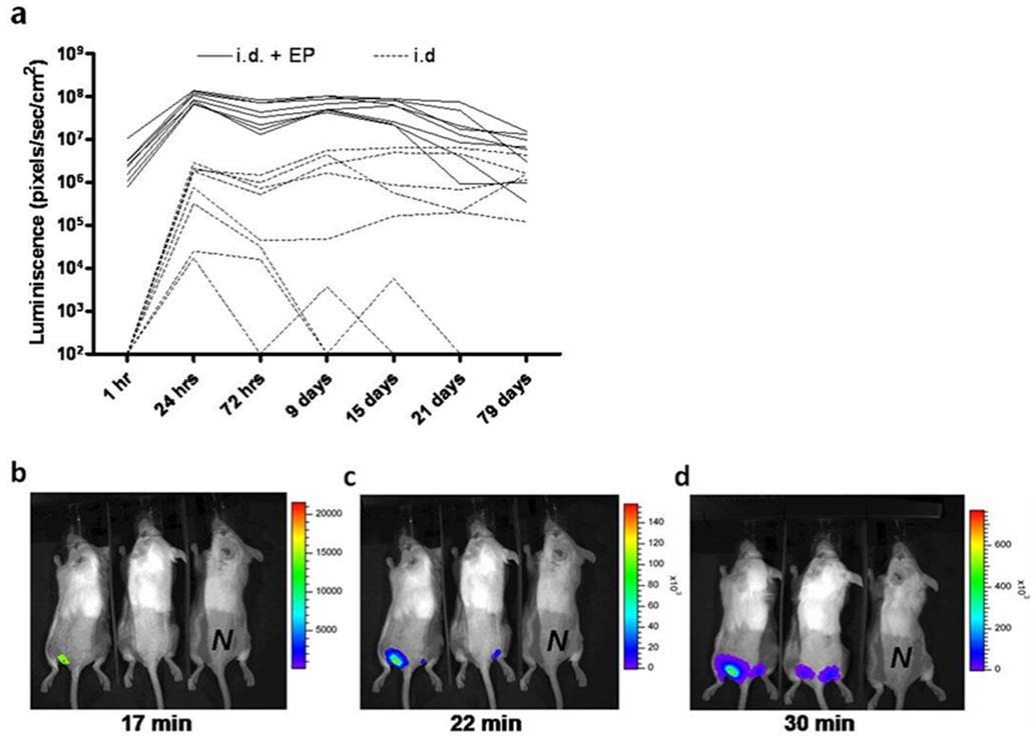
Time kinetics of transgene expression in skin after DNA electrovaccination. (a) Time course of *in vivo* luciferase expression after intradermal (i.d.) DNA delivery alone (dotted line) and after i.d. DNA delivery followed by electroporation (filled line). One representative experiment of two is shown (n = 8). (b–d) Immediate monitoring of gene expression after DNA electrovaccination. Representative bioluminescent images showing luciferase expression in skin at different time points after DNA electrovaccination. *N* denotes the negative control (non-injected). The scale shows intensity of luminescence (photons/sec/cm^2^). The experiment was repeated three times.

As *in vivo* monitoring of luciferase expression does not show individual cells and the light emission spreads beyond the location of transfected cells, histochemical staining of β-galactosidase was used to investigate the location of the DNA transfected cells in the skin. This demonstrated that the use of needle array electrodes produced a uniform transfection of the treated volume, resulting in a large area of transfected cells confined to the space between the needle rows (**Fig. 2a**), with the majority of the transfected cells concentrated around the panniculus carnosus muscle layer in the deepest layer of the skin (**Fig. 2c–e**). Transfected cells were also found in the hypodermis (**Fig. 2c–e**) and in sparse numbers through the dermis and epidermis (**Fig. 2e, f**). However, no expression was observed in actual muscle cells. No background staining was seen in untreated skin (**Fig. 2g**) and neither luciferase nor LacZ expression was detected in the tissue immediately below the injected skin (data not shown). The data demonstrate that intradermal DNA delivery in combination with electroporation results in cell transfection throughout all layers of the skin and yields faster, higher and more consistent gene expression, compared to intradermal gene delivery alone.

**Figure 2:**
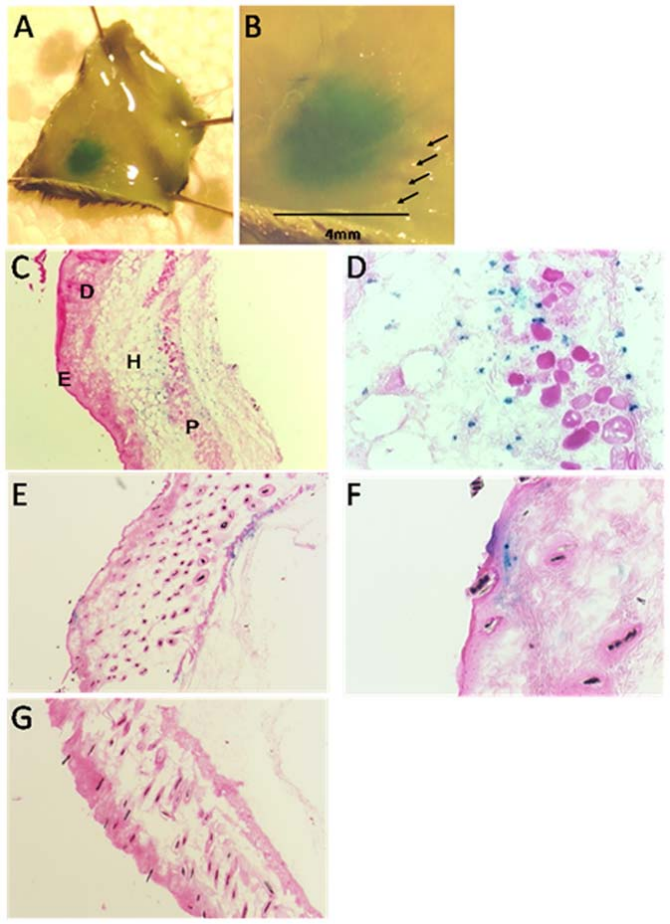
β-galactosidase expression in skin following DNA electrovaccination. Mice were injected intradermally with 20 ug DNA encoding LacZ and the injection site was electroporated. (a, b) Skin biopsies were removed after 24 hrs and stained with X-gal (a); arrows indicate needle penetration sites (b). (c–g) Distribution of β-galactosidase expressing cells in skin sections 24 hrs after DNA electrovaccination. Skin sections were prepared for histochemistry and stained with X-gal; 4X (c, e, g) and 20X (d, f) magnifications of skin sections show β-galactosidase expressing cells around the panniculus carnosus muscle layer (c–d) and in the hypodermis (c–e), dermis and epidermis (e, f). Untreated skin stained with X-gal was used as a negative control (g). P = panniculus carnosus, H = hypodermis, D = dermis and E = epidermis.

### Co-injection of an immunogenic antigen abolishes long-term luciferase expression

To test whether the observed long-term expression of luciferase is associated with its relatively low immunogenicity [25], the pVax-luc plasmid was co-injected with plasmid pVax-PSA. The hypothesis was that co-injection with prostate specific antigen (PSA), which is highly immunogenic in mice [16], would cause a T cell mediated immune attack on the PSA/luciferase transfected cells and therefore result in elimination of luciferase expressing cells. To confirm that PSA-specific CD8^+^ T cells were induced by the vaccination, blood was collected from the tail of mice after two weeks and then the mice were kept for further luminescence monitoring. In mice vaccinated with a combination of pVax-luc and pVax-PSA, an average of 3.7±0.7% (SD) of the CD8^+^ T cells produced IFN-γ in response to stimulation with a PSA-derived peptide (**Fig. 3a**). No PSA-specific T-cells were detected when electroporation was applied seconds before DNA injection (**supporting information Fig. S1**). The background response of T cells isolated from mice vaccinated with pVax-luc was less than 0.1% (**Fig. 3a**). *In vivo* imaging analysis revealed that luciferase gene expression did not differ between the groups during the first 9 days after vaccination (**Fig. 3b**). At day 16, luciferase expression had significantly dropped in mice co-injected with the PSA expressing plasmid, following the appearance of PSA-specific CD8^+^ cells, and at day 21 the expression was below detection level (**Fig. 3b**). In mice vaccinated with only pVax-luc, protein expression was still high 60 days after vaccination (**Fig. 3b**). This suggests that electrovaccination with an immunogenic antigen can induce a cellular immune response capable of eliminating transgene transfected cells.

**Figure 3:**
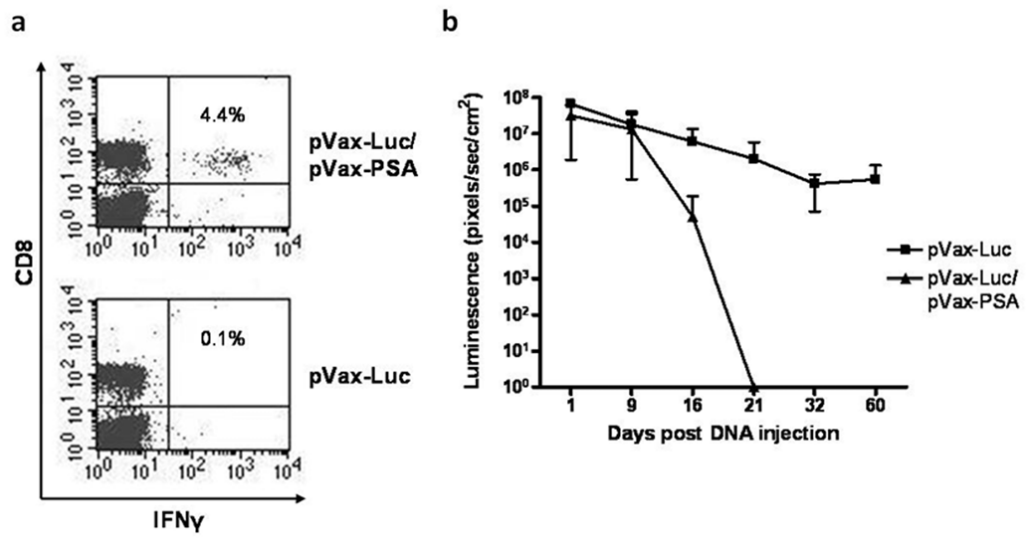
Effect of vaccine-specific T cells on transgene expression in skin. Mice were vaccinated with a combination of pVax-Luc/pVax-PSA or pVax-Luc alone and were then analyzed for PSA-specific T cells and luciferase expression. (a) Representative flow cytometry dot plots showing interferon-γ producing CD8^+^ T cells (upper right quadrant) in response to PSA peptide stimulation, pVax-Luc/pVax-PSA vaccination (upper panel) and pVax-Luc vaccination (lower panel). (b) Time course of luciferase expression in skin. pVax-Luc alone (filled squares) or in combination with pVax-PSA (filled triangles). Shown is mean±SD (n = 9). The experiment was repeated three times.

### Electroporation after intradermal DNA injection does not result in increased plasmid persistence

To investigate whether electrovaccination affects not only gene expression, but also the persistence of plasmid DNA at the injection site, mice were injected either with 2, 10 or 50 µg pVax-PSA plasmid followed by electroporation or with 50 µg pVax-PSA alone. DNA injection sites were surgically removed 7, 30 or 60 days after DNA administration and the number of persisting plasmid copies in the skin biopsies was determined using qPCR. The group that was not subjected to electroporation had a higher average number of plasmid copies at day 7 compared to mice receiving the same dose followed by electroporation, though the difference was not significant (**Fig. 4**). Plasmid persistence at day 30 or 60 after DNA administration did not differ between mice that received 50 µg DNA by needle injection without electroporation and mice receiving 50 µg DNA together with electroporation (**Fig. 4**). Taken together, the results demonstrate that the number of plasmids persisting in skin decreases over time and that adding electroporation to intradermal DNA administration does not significantly affect the number of persisting plasmid copies in skin.

**Figure 4:**
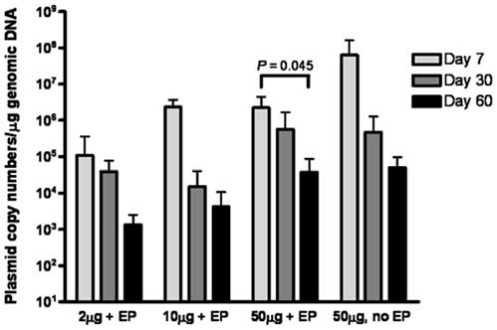
Plasmid persistence in skin over time. Histogram showing numbers of persisting plasmid copies at the indicated time-points after intradermal DNA injection of the specified doses. Error bars represent mean±SD (*n* = 6 individual samples). Each individual sample was analyzed in triplicate for each QPCR. The QPCR assay was run three times. EP, electroporation.

### Electroporation results in local up-regulation of immune regulatory genes

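Whole skin was taken from C57Bl/6 mice 24 hrs after an intradermal injection of 10 µg pVax-PSA, a plasmid that encodes prostate specific antigen, followed by electroporation of the injection site (DNA+electroporation, n = 3 mice). Skin of untreated mice was the control (n = 4 mice). Skin that received DNA alone or electroporation alone was not analysed here on arrays, so each difference covers both components and the handling of the site. The biopsies were processed independently, and the RNA of each was hybridized to 1 Affymetrix U74v2 array. A probe set on the array is a group of short oligonucleotides that in most cases matches 1 gene, while 252 match several. The authors summarized the probes of each array with MAS5 into 1 signal per probe set, and the deposited values were on the log2 scale. The unlogged values gave ratios of group means equal to the fold changes of Table 1, in the same rank for all 18 of its entries that could be named, which settles the scale.

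The table held 7046 probe sets, of which 35 control probe sets were left out and 7011 were tested. The trimmed mean signal lay between 947 and 974 on the 7 arrays, a span of 2.83%, so the arrays were used without further scaling, and their median signal lay between 489.6 and 515.5. The log2 signals of pairs of arrays were compared by Pearson correlation across probe sets, which are not independent replicates. It was 0.910 to 0.968 within the untreated group, 0.844 to 0.949 within the DNA+electroporation group and 0.736 to 0.885 between the groups. DNA+electroporation replicate 3 had a higher mean correlation with the untreated arrays (0.873) than with the other treated arrays (0.851). For replicates 1 and 2 the means were 0.767 and 0.806 with untreated arrays, and 0.896 and 0.903 with treated ones. The ratio of the 3' to the 5' control probe sets of Gapdh, a sign of RNA integrity, was 7.21 in untreated replicate 1, 0.904 to 2.66 in the other untreated arrays, and 0.993, 3.82 and 0.998 in DNA+electroporation replicates 1, 2 and 3.

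Each probe set was tested with limma on log2 signal, with a spread that follows the intensity and Benjamini-Hochberg adjustment over all 7011 probe sets. A probe set was counted as higher or lower when its adjusted p was under 0.05 and the ratio of the group means of unlogged signal was at least 2 in that direction. SAM, which the methods name, was run as an alternative. Genes were grouped into 34 lists written from textbook knowledge before the data were examined, with 1 probe set per gene, the brightest one. Within a list the adjusted p alone decided the call. A list was compared with all other genes by limma's camera with a preset correlation of 0.01 between genes. The number of arrays limits the precision. In simulated data of this size, limma recovered 36% of the probe sets changed by 1 on the log2 scale. It recovered 82% of those changed by 2 and 98% of those changed by 3. A change of 1 lies at the 2-fold cut of the counting rule, with a median estimate of 0.999. The 36% therefore cannot be put down to the number of arrays alone. No calls of detection above background were used, so the lowest signals and the ratios formed with them are uncertain; 25% of all values lay under a signal of 234.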

To investigate the effect of intradermal electroporation on the skin microenvironment, a gene profiling study of the injection site 24 hrs after electrovaccination was performed. No visible differences or signs of inflammation in the skin of the electrovaccinated mice were observed. A gene array analysis demonstrated that the combination of DNA injection and electroporation compared to untreated skin caused an at least 2-fold up- or down-regulation of 436 and 231 genes, respectively (not shown). 

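In skin 24 hrs after DNA+electroporation, 360 probe sets were higher and 151 lower than in untreated skin (3 treated and 4 untreated mice, limma), and they stood for 291 and 134 named genes. By the ratio of group means alone, 467 probe sets were at least 2-fold higher and 285 at least 2-fold lower. The arrays of both groups did not overlap in 360 of the 360 and in 150 of the 151. Over all probe sets tested this held for 1643, or 23.4%, where chance gives 5.71%. Mlf1, myeloid leukemia factor 1, fell from a signal of 919 ± 103 (SD, n = 4) to 221 ± 46.1 (SD, n = 3), a log2 fold change of -2.07 (standard error 0.19, adjusted p = 0.00057 from limma). Tpd52l1, of the tumor protein D52 family, had a log2 fold change of -2.11 (standard error 0.37, adjusted p = 0.010), with an adjusted p of 0.052 without DNA+electroporation replicate 2.

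Besides Krtap9-1, Krtap12-1, Mlf1 and Tpd52l1, the 10 largest falls among brighter probe sets were in the secreted carbonic anhydrase Car6 (log2 fold change -5.63, standard error 1.18, adjusted p = 0.020 from limma), the predicted gene Gm10228 (-5.22, standard error 1.38, adjusted p = 0.046), the inner root sheath keratin Krt72 (-4.28, standard error 1.05, adjusted p = 0.036), the formin Fhod3 (-3.03, standard error 0.80, adjusted p = 0.047), the desmosomal cadherin Dsc2 (-2.58, standard error 0.61, adjusted p = 0.032) and the epidermal lipoxygenase Alox12e (-2.24, standard error 0.45, adjusted p = 0.017). Each of these 6 calls was lost without untreated replicate 3 or 4 or DNA+electroporation replicate 1 or 2 (adjusted p = 0.054 to 0.18). Those of Gm10228, Krt72 and Fhod3 were also lost without untreated replicate 1 or 2 (0.057 to 0.090), that of Dsc2 without untreated replicate 2 (0.068), and those of Gm10228, Krt72, Fhod3 and Alox12e with dim signals raised to a floor (0.067 to 0.12). Those of Gm10228, Krt72 and Fhod3 were lost without the intensity trend as well (0.053 to 0.063). Without DNA+electroporation replicate 3, where they were least reduced, the log2 fold changes were -7.40 for Car6, -7.36 for Gm10228, -5.85 for Krt72, -4.23 for Fhod3 and -3.32 for Dsc2; without replicate 1 they were -4.85, -4.24, -3.53, -2.24 and -1.76, and without replicate 2 they were -4.64, -4.05 and -3.45 for Car6, Gm10228 and Krt72.

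The median of the hair follicle genes was low in DNA+electroporation replicates 1 and 2 and within the untreated range in replicate 3. Of 30 measured hair follicle genes, such as hair keratins and the keratin-associated proteins of the hair shaft, 5 were lower, none was higher and 25 did not pass the test from limma; 28 were lower when adjusted over the list alone, and 27 by SAM. The 5 were Krtap9-1, Krtap12-1 and Krtap5-1, which are keratin-associated proteins, Padi1, a peptidylarginine deiminase, and Gata3, a transcription factor of the inner root sheath; they are named because so few passed, after their values were seen. Krtap9-1 had a signal of 17673 ± 4151 (SD, n = 4) in untreated skin and of 50.2, 54.2 and 8066 in DNA+electroporation replicates 1, 2 and 3. Its log2 fold change was -5.95 (standard error 1.55, adjusted p = 0.044 from limma). Each of the 5 calls was lost without any 1 array other than DNA+electroporation replicate 3, with an adjusted p between 0.051 and 0.17, and with dim signals raised to a floor (0.075 to 0.14); all but that of Gata3 were also lost without the intensity trend (0.060 to 0.064). The log2 fold change of Krtap9-1 was -8.37 without DNA+electroporation replicate 3 and -4.71 and -4.76 without replicates 1 and 2. Of 24 probe sets of hair keratin and keratin-associated genes, 5 were lower with all arrays and 23 without DNA+electroporation replicate 3. Krt27, a keratin of the inner root sheath, had a log2 fold change of -5.22 (standard error 1.61, adjusted p = 0.077), of -7.61 without DNA+electroporation replicate 3 (adjusted p = 7.6e-05) and of -3.31 without replicate 1 (0.22). With weights for the arrays it was -6.47 (adjusted p = 0.0025). The median of the hair follicle list, set against the untreated mean, was -6.77 and -5.60 on the log2 scale in DNA+electroporation replicates 1 and 2 and -0.36 in replicate 3, with the untreated arrays between -0.60 and 0.35. Camera gave an adjusted p of 8.77e-10 for the list, at a median log2 fold change of -4.26, and adjusted p = 0.381 with an estimated correlation.

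None of the 8 measured melanocyte markers passed the test from limma (2 had an unadjusted p under 0.05, and 1 was lower by SAM). Their list median was -3.06 and -1.74 in DNA+electroporation replicates 1 and 2 and 0.38 in replicate 3, against -0.70 to 1.27 in untreated skin. Camera's adjusted p for this list was 0.119, and 0.00575 without DNA+electroporation replicate 3. Of 39 measured contractile genes of skeletal muscle, 1 was lower and 38 did not pass. The 1 was Tpm1, a tropomyosin, with a log2 fold change of -1.58 (standard error 0.31, adjusted p = 0.016 from limma). Its signal was 1486, 2000.5 and 4178 in DNA+electroporation replicates 1, 2 and 3, so it was least reduced in the array where the muscle list was lowest. That call was lost without untreated replicate 3 or 4 (adjusted p = 0.053 and 0.052) or without DNA+electroporation replicate 1 or 2 (0.058 and 0.071), and with dim signals raised to a floor (0.060). Acta1, skeletal muscle actin, had a log2 fold change of -1.45 (standard error 1.19, adjusted p = 0.49), which was 0.40 without DNA+electroporation replicate 3 and -2.36 and -2.39 without replicates 1 and 2. The muscle list median was 0.21, 0.46 and -3.18 in DNA+electroporation replicates 1, 2 and 3, against -0.35 to 0.19 in untreated skin. Camera placed the list lower (adjusted p = 0.0391, and adjusted p = 0.857 with an estimated correlation), with 0.0909 without untreated replicate 1, 0.0639 without untreated replicate 4 and 0.472 with the floor. Without DNA+electroporation replicate 3 it placed the list higher (adjusted p = 0.000473), and with weights for the arrays the call was lost and the direction turned upward (adjusted p = 0.943).

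The count of lower probe sets was 379 without DNA+electroporation replicate 3, 39 and 49 without replicates 1 and 2, and 53 and 67 without untreated replicates 3 and 4, while the count of higher ones was 197 and 215 without DNA+electroporation replicates 1 and 2. SAM on log2 signal gave 430 higher and 234 lower, array weights gave 427 and 255, signals raised to a floor of 234 gave 203 and 49, and the 4207 brightest probe sets alone gave 237 and 95.

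**Figure D1:**
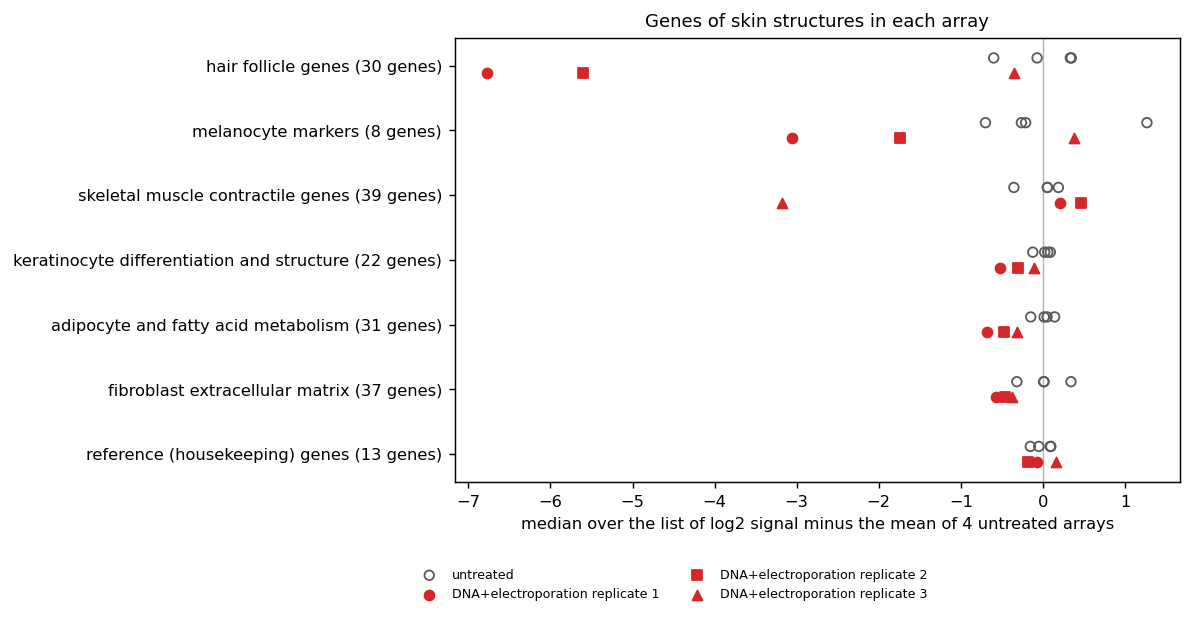
Median over each gene list of log2 signal minus the mean of the 4 untreated arrays (x axis, log2 units) for 7 lists of skin structures and reference genes (y axis). Open circles are the untreated arrays; filled circles, squares and triangles are DNA+electroporation replicates 1, 2 and 3. The hair follicle list is at -6.77 and -5.60 in replicates 1 and 2 and within the untreated range in replicate 3, where the skeletal muscle list is at -3.18.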

Based on several pre-processing approaches, a list of ∼500 modulated genes (2 FC and <5% FDR) was analysed using Ingenuity. The highest ranked canonical signaling pathway was the interferon pathway. 

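Genes of the interferon response rose together in the DNA+electroporation skin. Of 30 measured interferon-stimulated genes, 27 were higher, none was lower and 3 did not pass the test from limma; adjusted over the list alone, 28 were higher and 1 was lower. The list median rose by 3.33, 2.92 and 2.15 on the log2 scale over the untreated mean in the 3 treated mice, with the untreated arrays between -0.52 and 0.58. Rsad2, the antiviral protein viperin, rose from a signal of 108 ± 40.6 (SD, n = 4) to 2960 ± 1567 (SD, n = 3), a log2 fold change of 4.73 (standard error 0.39, adjusted p = 0.00039 from limma). Rsad2 is in Table 1, which the study chose on these samples, so this gene is not independent evidence of the list's direction. Isg20, an exonuclease that degrades viral RNA, rose by 4.14 (standard error 0.54, adjusted p = 0.0027), and Ifit1, which binds foreign RNA, by 4.17 (standard error 0.77, adjusted p = 0.012). Ifit1 had an adjusted p of 0.062 without DNA+electroporation replicate 1 and 0.054 without replicate 2, and rose by 3.58 without untreated replicate 2. Eif2ak2, the kinase PKR, had a log2 fold change of 1.01 (standard error 0.32, adjusted p = 0.085), which passed with weights for the arrays (adjusted p = 0.016) and without the intensity trend (0.042). Ifi27 had one of -0.68 (standard error 0.21, adjusted p = 0.078), which passed without DNA+electroporation replicate 3 (adjusted p = 0.011) and with weights for the arrays (0.0057). For this list camera's adjusted p was 2.73e-25 at a median log2 fold change of 2.94, and adjusted p = 0.122 with an estimated correlation. Camera called 19 of the 34 lists, and none of these calls held with an estimated correlation. That loss does not measure correlation alone. The acute phase list had an estimated correlation of -0.032, under the preset 0.01, and its adjusted p from camera still went from 5.91e-08 to 0.0653. With fry, a test of a list on its own, 4 of the calls were lost and 1 was gained. Fry's adjusted p for interferon-stimulated genes was 0.0033.

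Of 12 measured components of interferon signaling, 6 were higher, none was lower and 6 did not pass, with the same counts when adjusted over the list alone. Irf7, the transcription factor that drives type I interferon genes, rose from 198 ± 56.2 (SD, n = 4) to 1618 ± 113 (SD, n = 3), a log2 fold change of 3.07 (standard error 0.24, adjusted p = 0.00032 from limma). Irf9, the DNA-binding subunit of the ISGF3 complex, rose by 1.64 (standard error 0.21, adjusted p = 0.0026). Irf1 rose by 1.84 (standard error 0.39, adjusted p = 0.021), a call lost without untreated replicate 4 (adjusted p = 0.061) and without DNA+electroporation replicate 1 or 2 (0.097 and 0.086). The kinase Jak1 had a log2 fold change of 0.50 (standard error 0.39, adjusted p = 0.46; 0.030 without DNA+electroporation replicate 3), and the interferon gamma receptor chain Ifngr1 one of 0.29 (standard error 0.22, adjusted p = 0.47). Camera gave the signaling list an adjusted p of 5.6e-06 at a median of 0.63, and adjusted p = 0.122 with an estimated correlation.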

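Genes that load peptides onto MHC class I rose, and genes of MHC class II did not pass the test. Of 15 measured MHC class I and antigen processing genes, 11 were higher, none was lower and 4 did not pass (12 higher when adjusted over the list alone). Psmb10, a subunit of the immunoproteasome, rose from a signal of 575 ± 114 (SD, n = 4) to 3149 ± 539 (SD, n = 3), a log2 fold change of 2.46 (standard error 0.21, adjusted p = 0.0004 from limma). Psmb8, another of its subunits, rose by 2.04 (standard error 0.27, adjusted p = 0.0027), and Tap1, of the peptide transporter, by 1.77 (standard error 0.25, adjusted p = 0.0039). B2m, the light chain of MHC class I, had a log2 fold change of 0.28 (standard error 0.19, adjusted p = 0.39). Camera gave this list an adjusted p of 2.3e-08 at a median of 1.17, and adjusted p = 0.122 with an estimated correlation. Of 6 measured MHC class II genes none was higher or lower by limma (1 had an unadjusted p under 0.05; none by SAM). Cd74, the invariant chain, had a log2 fold change of -0.25 (standard error 0.25, adjusted p = 0.57) and H2-Aa one of 0.12 (standard error 0.31, adjusted p = 0.86). The class II list had a median of -0.04, and camera, whose direction was upward, an adjusted p of 0.79.

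Markers of phagocytes rose as groups. The 5 measured neutrophil markers were all higher, 5 also when adjusted over the list alone. Csf3r, the receptor for granulocyte colony-stimulating factor, rose from 22.5 ± 6.13 (SD, n = 4) to 464 ± 89.7 (SD, n = 3), a log2 fold change of 4.39 (standard error 0.35, adjusted p = 0.00032 from limma), and S100a8, a calcium-binding protein abundant in neutrophils, rose by 2.46 (standard error 0.27, adjusted p = 0.0012). Another of the 5, S100a9, is one the study chose on these samples (Table 1) and is not independent evidence. The neutrophil list was higher by camera (median 4.00, adjusted p = 2.51e-08; adjusted p = 0.0968 with an estimated correlation). Of 22 measured monocyte and macrophage markers, 17 were higher, 2 were lower and 3 did not pass (18 and 2 when adjusted over the list alone); 2 of the 22 are in Table 1. Mpeg1, the pore-forming protein perforin-2 of macrophages, rose from 735 ± 279 (SD, n = 4) to 9899 ± 2692 (SD, n = 3), a log2 fold change of 3.79 (standard error 0.30, adjusted p = 0.00032). Lyz2, lysozyme, had a log2 fold change of -0.04 (standard error 0.50, adjusted p = 0.97; 0.62 on the log2 scale without DNA+electroporation replicate 3, adjusted p = 0.21) and Csf1r, the receptor for colony stimulating factor 1, one of -0.43 (standard error 0.27, adjusted p = 0.37). Of the lower genes, the mannose receptor Mrc1, named after its values were seen, had a log2 fold change of -1.91 (standard error 0.44, adjusted p = 0.030). The call of Mrc1 was lost without untreated replicate 1, 3 or 4 (adjusted p = 0.065, 0.091 and 0.076) or DNA+electroporation replicate 1 or 2 (0.060 and 0.078) and with dim signals raised to a floor (0.088). Camera placed this list higher (median 2.04, adjusted p = 6.13e-12; adjusted p = 0.224 with an estimated correlation).

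**Figure D2:**
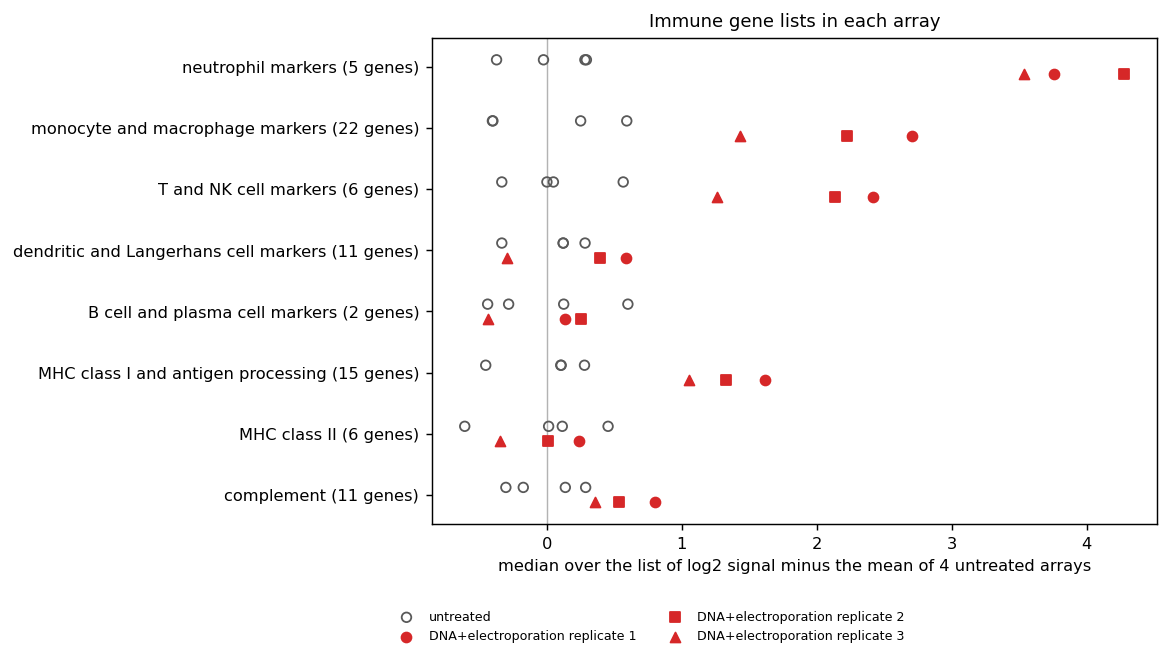
Median over each gene list of log2 signal minus the mean of the 4 untreated arrays (x axis, log2 units) for 8 lists of immune genes (y axis). Open circles are the untreated arrays; filled circles, squares and triangles are DNA+electroporation replicates 1, 2 and 3. The neutrophil list lies between 3.53 and 4.28 in the treated arrays and between -0.37 and 0.29 in the untreated ones, and the MHC class II list of the treated arrays lies between -0.35 and 0.24, within the untreated range.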

A gene ontology search of the up-regulated genes showed that among the most up-regulated gene categories are defense responses, immune responses, responses to biotic and external stimulus, inflammatory responses, chemotaxis and MHC class I receptor activity (**supporting information Table S1**). 

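Of the 21 entries of Table 1, 18 had a probe set here that matches 1 gene, and 17 of the 18 were higher by limma in DNA+electroporation skin (n = 3) than in untreated skin (n = 4). The study chose these genes on these samples, so the tally is not independent evidence. The entries Il1rl1, Spp1 and the pair of schlafen genes were not analysed here. Krt6b, a keratin of activated keratinocytes, rose from a signal of 183 ± 109 (SD, n = 4) to 18156 ± 3267 (SD, n = 3), a log2 fold change of 6.86 (standard error 0.50, adjusted p = 0.00028 from limma). Acod1 (Irg1), the macrophage enzyme that makes itaconate, rose from 54.6 ± 21.4 (SD, n = 4) to 2047 ± 1129 (SD, n = 3), by 5.08 on the log2 scale (standard error 0.48, adjusted p = 0.00065), and by 5.69 without DNA+electroporation replicate 3. Its ratio of group means was 37.5. That of its other probe set was 8.86 (log2 fold change 3.99, standard error 0.94, adjusted p = 0.032 from limma). Chil3 (Chi3l3), a chitinase-like protein of macrophages, rose by 4.98 (standard error 0.33, adjusted p = 0.00028). Ankrd1, an ankyrin repeat protein induced in stressed muscle, did not pass. Its signal was 43.9 ± 31.6 (SD, n = 4) in untreated skin and 1265 ± 1159 (SD, n = 3) in treated skin, with 37.3 in DNA+electroporation replicate 3, where the muscle genes were also low. Its log2 fold change was 4.12 (standard error 1.50, adjusted p = 0.12), 5.99 without that array (adjusted p = 0.0036), 3.37 and 3.01 without DNA+electroporation replicates 1 and 2 (0.35 and 0.33) and 3.19 without untreated replicate 1 (0.22).

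Of 28 measured genes of wound-activated keratinocytes, of which Krt6b is in Table 1, 9 were higher, none was lower and 19 did not pass (10 higher when adjusted over the list alone). Krt16, the partner keratin of activated epidermis, rose by 4.24 (standard error 0.30, adjusted p = 0.00028 from limma), and Slpi, an inhibitor of leukocyte proteases, by 3.94 (standard error 0.49, adjusted p = 0.0021). Camera's adjusted p for this list was 3.04e-08 at a median of 0.78, and adjusted p = 0.122 with an estimated correlation. Of 6 measured T and NK cell markers, 3 were higher and 3 did not pass (4 higher when adjusted over the list alone). Gzmb and Gzma, granzymes of cytotoxic cells, rose by 4.41 (standard error 0.39, adjusted p = 0.00049) and 3.10 (standard error 0.33, adjusted p = 0.001; 0.095 with dim signals raised to a floor), and the pan-T cell marker Thy1 had a log2 fold change of 0.52 (standard error 0.30, adjusted p = 0.32). Camera gave an adjusted p of 6.35e-05 at a median of 1.94, and adjusted p = 0.122 with an estimated correlation. Of 23 measured pro-inflammatory cytokines and mediators, 2 of them in Table 1, 11 were higher, none was lower and 12 did not pass (15 higher when adjusted over the list alone). Il6, interleukin 6, rose by 4.58 (standard error 0.92, adjusted p = 0.017), a call lost without DNA+electroporation replicate 1 or 2 (adjusted p = 0.081 and 0.079) and with the floor (0.20), and a rise of 3.71 without untreated replicate 4. Nfkbia, the inhibitor of NF-kB, had a log2 fold change of 0.75 (standard error 0.25, adjusted p = 0.094), which passed with weights for the arrays (adjusted p = 0.028). For the cytokine list camera's adjusted p was 2.48e-10 at a median of 1.00, and adjusted p = 0.122 with an estimated correlation.

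The untreated mean of 17 of the 18 Table 1 genes lay under a signal of 234. With signals below this floor raised to it, the ratios of group means ran from 3.79 for Cxcl10 to 71.8 for Krt6b, and 15 of the 18 genes passed.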

The 20 genes with the highest up-regulation (fold change from 176-25, **Table 1**) included several that encode proteins involved in immune regulation, such as chemokines, markers of cellular (dendritic cells, T cells and keratinocytes) activation, acute phase and proinflammatory molecules. To verify the gene profiling results and to analyze the impact of the two separate components of electrovaccination (DNA injection and electroporation) on the skin microenvironment, skin was examined from 1) untreated mice, 2) DNA injected mice, 3) electroporated mice, and 4) mice that received DNA injection followed by electroporation. A qPCR analysis of the following genes was performed: Chemokine (CXC-motif) ligand 2 (Cxcl2), Interleukin 1 beta (IL-1β), Immunoresponsive gene 1 (Irg1), Matrix metallopeptidase 13 (Mmp13), S100 calcium binding protein A9 (S100a9) and Chemokine (CC-motif) ligand 2 (Ccl2). Expression of all the investigated genes was significantly higher (approximately 10-fold) in skin that had been treated with the combination of DNA and electroporation than in skin that had got either treatment alone (**Fig. 5**).

**Figure 5:**
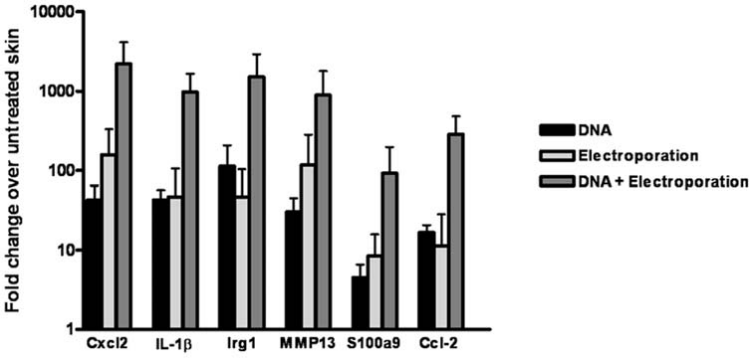
Genes up-regulated at the DNA electrovaccination site. Histogram showing fold increase in gene expression, compared to non-treated control skin, of the indicated genes after the specified treatments. Bars represent mean±SD. The number of independently analyzed samples varied from 4–6; and each sample was run in duplicates or triplicates for each QPCR. The QPCR analysis was run three times.

**Table 1:** Top 20 genes with highest up-regulation in DNA+electroporation treated skin compared to untreated skin.

Gene Symbol	FC	Gene Title
Gsta4	176.4	glutathione S-transferase, alpha 4
Clec4d	175.9	C-type lectin domain family 4, member d
Cxcl2	141.6	chemokine (C-X-C motif) ligand 2
Krt2-6b	99.1	keratin complex 2, basic, gene 6b
Ccl5	97.9	chemokine (C-C motif) ligand 5
Saa3	62.7	serum amyloid A 3
Il1b	47.5	interleukin 1 beta
Cxcl5	41.6	chemokine (C-X-C motif) ligand 5
Il1rl1	40.9	interleukin 1 receptor-like 1
Spp1	39.2	secreted phosphoprotein 1
Irg1	37.5	immunoresponsive gene 1
Chi3l3	33.4	chitinase 3-like 3
Cxcl9	33.3	chemokine (C-X-C motif) ligand 9
Mmp13	31.4	matrix metallopeptidase 13
Slfn3 ///Slfn4	30.3	schlafen 3 /// schlafen 4
Cxcl1	29.5	chemokine (C-X-C motif) ligand 1
Anked1	28.8	ankyrin repeat domain 1 (cardiac muscle)
Rsad2	27.4	radical S-adenosyl methionine domain containing 2
S100a9	25.7	S100 calcium binding protein A9 (calgranulin B)
Cxcl10	25.5	chemokine (C-X-C motif) ligand 10
Ccl2	24.6	chemokine (C-C motif) ligand 2

FC, fold change.

## Discussion

The addition of electroporation to intradermally delivered DNA leads to faster induction of transgene expression, increased levels of produced antigen and up-regulation of genes involved in local inflammatory and immune responses. At the same time, skin electroporation does not increase the number of persisting plasmid copies in skin compared to plasmid injection alone.

Our study shows that, using an *in vivo* imaging system, cells expressing luciferase could be detected as early as 17 min after electrovaccination, while expression of DNA delivered without electroporation was still not detectable 1 hr after vaccination. In similar studies exploring transgene expression in skin after non-electroporative intradermal injection, expression was detectable with an *in vivo* imaging system [26] 10 hrs after DNA administration, and after 6 hrs using the more sensitive *in vitro* detection assay [15]. By collecting and immediately freezing muscle tissue after DNA injection, Doh *et al.* demonstrated that luciferase expression could be detected *in vitro* as early as 30 min post injection (in some mice already after 2 min) [27], showing that even without electroporation, plasmids can be translated within minutes after delivery. However, given a detection limit of around 1000–5000 cells with *in vivo* imaging [28], [29], detection of luminescence within 20–30 min after intradermal electrovaccination in the present study suggests that an exceptionally high number of transfected cells are producing protein shortly after DNA injection. The 2-log increase in gene expression after dermal electroporation in this study is consistent with previous results [15], [16].

Analysis of murine skin sections after DNA electroporation demonstrated that most of the transfected cells were distributed around the panniculus carnosus muscle layer and in the hypodermis. The low number of transfected cells in the epidermis and upper dermis could be a consequence of the difficulty of injecting DNA in these thin skin layers of mice. However, similar studies of intradermal DNA electrovaccination in mice, and larger animal models such as rabbits and pigs, have also shown that the majority of transfected cells are observed within the dermis and subdermal tissues [15], [30], [31], [22]. The transfected cells include adipocytes, fibroblasts, endothelial cells and numerous mononuclear cells with dendritic processes [32]. A different approach, where DNA was applied topically and delivered into murine skin by a tattoo device, demonstrated the presence of transfected cells in both the epidermis and the upper dermis. In contrast to electroporation, tatooing led to a transient β-galactosidase expression, which disappeared over the first 4 days; induction of vaccine specific T cells required three vaccinations within 6 days [33].

In the present study, transgene expression remained high after 60 days and was still detectable after 5 months (data not shown). As the luciferase protein only has a half-life of 3–4 hrs in mammalian cells [34] the detection of luciferase is most probably a result of continuously expressed protein from the plasmid and not of lingering protein expressed months earlier. This long-term expression is not unexpected since others have reported that luciferase is a relatively non-immunogenic protein [25] and its expression can last for 19 months *in vivo* even without electroporation [35]. We therefore mixed luciferase DNA with DNA encoding the more immunogenic prostate specific antigen (PSA) to investigate whether this would affect clearance of DNA transfected cells. We have previously shown that after PSA electrovaccination in mice, PSA-specific CD8^+^ T cells are detectable in peripheral blood at day 11 and peak around day 13 [16]. The gradual clearance of luciferase expression between days 9 and 21 in skin of mice receiving a DNA mixture of luciferase and PSA demonstrates a temporal association between the induction of PSA-specific T cells and the disappearance of cells expressing luciferase. Therefore our data suggest a role for T cells in limiting vaccine antigen expression and indicate that the long-term expression of luciferase is most probably a feature of its low immunogenicity. This hypothesis is further supported by data published by Widera *et al.*, showing unchanged protein expression in immunodeficient mice as opposed to waning expression of a transgene by day 13 in immunocompetent mice [4]. Others confirm these results by demonstrating that loss of vaccine antigen expression in muscle cells became apparent approximately cotemporaneously with the initial detection of antigen-specific T cells to the same immunogen and that persistent vaccine antigen expression was associated with poor vaccine immunogenicity [36]. The elimination of vaccine antigen expressing cells might be especially important for immunotherapy applications, where a long-term, stable expression of the transgene could cause unwanted tolerance. Improvement of the immunogenicity of the vaccine by co-delivery of helper epitopes [2], [37], xenogenic approaches [38], [39], optimized delivery techniques [2], [40] and/or use of adjuvants [40]–[42] is therefore desirable for the generation of robust immunity, while for other applications, such as gene therapy, a long-term, stable expression of the transgene might be beneficial.

The DNA persistence data show that even though luciferase expression is not detectable by *in vivo* imaging 21 days after PSA/luc vaccination, PSA DNA is revealed by PCR at the injection site 60 days after vaccination. This difference might partly be due to the sensitivity of the detection technologies. However, the results might also indicate that cells actively expressing PSA are eliminated while the persisting PSA DNA seen at day 60, could be from cells with extranuclear or intranuclear but transcriptionally inactive plasmid (or parts of plasmids), i.e. from cells containing PSA DNA but that are not expressing the PSA protein. Since the immune response determines the prolonged existence of the antigen expression, it is also possible that multiple vaccinations (boosting inoculations) would have led to a more rapid decline and lower persistence of plasmid copies, especially for the less immunogenic luciferase plasmid. Many pre-clinical studies have shown that electroporation dramatically increases the immune response to DNA vaccines, and several phase I/II trials are currently evaluating electrovaccination in patients [7], [43]. However, since electroporation significantly increases the transgene expression and this probably is due to a higher cellular uptake of DNA molecules, safety-related questions have been raised about the possibility that electroporation could lead to increased DNA persistence and a higher integration frequency [7], [17]. Our results demonstrate a 100-fold increase in antigen expression, but no increase in DNA persistence, after intradermal electroporative DNA delivery. This concurs with recent reports that intramuscular electroporation did not lead to increased plasmid persistence [12], [11]. Studies investigating integration events were not performed after immunization with the PSA plasmid. However, in a parallel study, in which plasmid DNA [44] vectoring viral genes were delivered by electroporation (Cyto Pulse Sciences), we have noted a considerable decrease in plasmid DNA in the skin during 2–3 months following delivery. After one round of Field Inversion Gel Electrophoresis (FIGE), separating the chromosomal DNA from plasmid DNA, a 3 log reduction in plasmid copy number was observed. After the second round of FIGE, the plasmid DNA associated with the genomic DNA was either below the limit of detection (<10 copies/ug genomic DNA) or not quantifiable (<100 copies/ug genomic DNA) as determined by Q-PCR (manuscript in preparation). Furthermore, another study demonstrated that intramuscular electroporation did not result in an increase in plasmid DNA associated with high molecular weight DNA, relative to macaques receiving plasmid DNA without electroporation [11]. However, a study by Wang *et al*. reported on the contrary that intramuscular electroporation did lead to higher levels of plasmid DNA persistence and increased plasmid DNA integration into chromosomal DNA compared to DNA delivery without electroporation [13]. Nevertheless, the frequency of integration was at least 3 orders of magnitude below the spontaneous rate of gene-inactivating mutations [13].

The gene profiling of the treatment site identified several genes encoding proteins involved in immune regulation (such as chemokines, markers of cellular activation, acute phase and proinflammatory molecules) as being highly up-regulated following electrovaccination. The fact that electroporation alone up-regulated several immune/inflammatory related genes supports previous data by others suggesting that electroporation has an adjuvant effect in addition to the increased transfection efficiency [19]. Specifically, the high up-regulation of several chemokines (CXCL2, CCL5, CXCL5, CXCL9, CXCL1 CXCL10) which control the recruitment of leukocytes to the vaccination site is important for the early phases of the immune response [45]. 

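Chemokines were among the groups that rose most by median log2 fold change, without dim signals raised to a floor. Of 18 measured chemokines, 14 were higher, 1 was lower and 3 did not pass the test from limma (15 and 1 when adjusted over the list alone); 7 of the 18 are in Table 1, chosen on these samples, and are not independent evidence of the list's direction. Cxcl2, which attracts neutrophils, rose from a signal of 8.31 ± 4.01 (SD, n = 4) in untreated skin to 1176 ± 488 (SD, n = 3) after DNA+electroporation, a log2 fold change of 7.19 (standard error 0.55, adjusted p = 0.00032 from limma). Ccl5, which attracts T cells and monocytes, rose from 32.3 ± 29.6 (SD, n = 4) to 3166 ± 433 (SD, n = 3), by 6.98 on the log2 scale (standard error 0.55, adjusted p = 0.00032). The neutrophil attractants Cxcl5 and Cxcl1 rose by 6.10 (standard error 0.92, adjusted p = 0.0052) and 5.67 (standard error 0.83, adjusted p = 0.0044). Cxcl9 and Cxcl10, induced by interferon and ligands of Cxcr3, a chemokine receptor on T cells, rose by 5.58 (standard error 0.69, adjusted p = 0.0021) and 4.82 (standard error 0.79, adjusted p = 0.0077). Ccl2, which attracts monocytes, rose from 422 ± 251 (SD, n = 4) to 10363 ± 1803 (SD, n = 3), by 4.91 (standard error 0.57, adjusted p = 0.0016). The 1 lower chemokine, named after its values were seen, was Cxcl12, which stromal cells make constitutively (log2 fold change -1.31, standard error 0.18, adjusted p = 0.0031); another of its probe sets had a log2 fold change of -0.44 (adjusted p = 0.28). Cxcl14, made by resting epidermis, had a log2 fold change of -1.04 (standard error 0.48, adjusted p = 0.21), and of -1.64 without DNA+electroporation replicate 3 (adjusted p = 0.0093). Ccl8 had one of 0.79 (standard error 0.33, adjusted p = 0.18), and of 1.06 without untreated replicate 1 (adjusted p = 0.049). With weights for the arrays both Cxcl14 and Ccl8 passed (adjusted p = 0.019 and 0.035). Camera's adjusted p for the chemokine list was 2.6e-11 at a median of 4.11, and adjusted p = 0.0968 with an estimated correlation.

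Most of these genes were dim in untreated skin. Leaving out 1 array moved some ratios of group means by over 1.5 times, and whether dimness was the cause was not tested. The ratio of Ccl5 was 97.9 and was 179 without untreated replicate 1. That of Cxcl9 was 33.3 and 59.2 without the same array, and that of Cxcl1 was 29.5 and 81.2 without untreated replicate 3. The other probe set of Cxcl1 had a ratio of 12.6 (log2 fold change 3.70, standard error 0.32, adjusted p = 0.0004 from limma). That of Cxcl2 was 141.6 and stayed between 119 and 175 without any 1 array. With signals raised to a floor of 234, the ratios of group means were 5.03 for Cxcl2, 13.6 for Ccl5, 6.34 for Cxcl5 and 4.92 for Cxcl1. They were 5.95 for Cxcl9, 3.79 for Cxcl10 and 22.8 for Ccl2. Of these genes, Cxcl10 did not pass with the floor (adjusted p = 0.12). Its log2 fold change was 4.22 without untreated replicate 4 and 5.44 without DNA+electroporation replicate 3, that of Cxcl5 was 5.50 without untreated replicate 3, and that of Cxcl1 was 5.07 without untreated replicate 4.

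**Figure D3:**
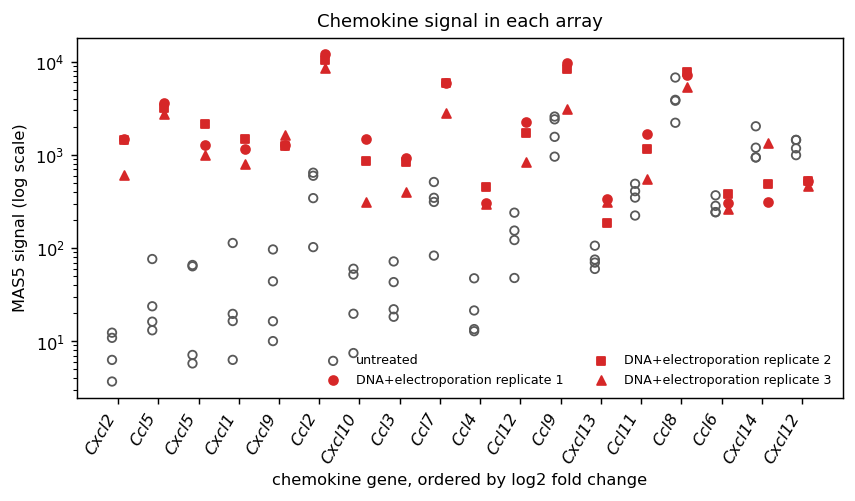
MAS5 signal (y axis, log scale) of the 18 measured chemokine genes (x axis, ordered by log2 fold change) in each array. Open circles are the 4 untreated arrays; filled circles, squares and triangles are DNA+electroporation replicates 1, 2 and 3. For Cxcl2, at the left, the treated arrays have a mean of 1176 and the untreated ones of 8.31, while Cxcl12, at the right, is lower in all 3 treated arrays.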

The dramatic up-regulation of glutathione S-transferase (Gsta4), serum amyloid A3 (Saa3), S100a9 and IL-1β further indicates the presence of an inflammatory response [46]. 

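Gsta4, a glutathione S-transferase that clears lipid peroxidation products, rose from a signal of 12.4 ± 5.00 (SD, n = 4) in untreated skin to 2192 ± 826 (SD, n = 3) in DNA+electroporation skin, a log2 fold change of 7.52 (standard error 0.49, adjusted p = 0.00028 from limma). Saa3, an acute phase protein made locally by macrophages and epithelia, rose from 213 ± 93.5 (SD, n = 4) to 13390 ± 3904 (SD, n = 3), by 6.04 (standard error 0.36, adjusted p = 0.00028). S100a9, a calcium-binding protein of neutrophils and monocytes, rose by 4.83 (standard error 0.47, adjusted p = 0.0007), and Il1b, interleukin-1 beta, rose from 48.3 ± 17.3 (SD, n = 4) to 2294 ± 649 (SD, n = 3), by 5.63 (standard error 0.38, adjusted p = 0.00028). All 4 are in Table 1, and they were chosen on these samples. With signals raised to a floor of 234, the ratios of group means were 9.38 for Gsta4, 51.1 for Saa3, 15.4 for S100a9 and 9.82 for Il1b.

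The genes of glutathione and oxidative stress, Gsta4 among them, went both ways. Of 28 measured, 3 were higher, 5 were lower and 20 did not pass (7 and 8 when adjusted over the list alone). Besides Gsta4, the extracellular superoxide dismutase Sod3 rose by 1.11 (standard error 0.18, adjusted p = 0.0069 from limma). Gstm2, another glutathione S-transferase, fell from 1078 ± 76.3 (SD, n = 4) to 509.6 ± 20.8 (SD, n = 3), a log2 fold change of -1.08 (standard error 0.14, adjusted p = 0.0026), while its other probe set had one of -0.09 (adjusted p = 0.93). Gpx3, a secreted glutathione peroxidase, had a log2 fold change of -1.23 (standard error 0.25, adjusted p = 0.017), a call lost without untreated replicate 3 or 4 (adjusted p = 0.056 each), without DNA+electroporation replicate 2 (0.056) and with the floor (0.055). Camera did not call the list (median 0.05, adjusted p = 0.672). Of 12 measured acute phase genes, Saa3 among them, 6 were higher, none was lower and 6 did not pass (9 higher when adjusted over the list alone). Lcn2, the iron-sequestering protein lipocalin 2, rose from 64.1 ± 22.9 (SD, n = 4) to 922 ± 249 (SD, n = 3), by 3.88 (standard error 0.34, adjusted p = 0.00043). Hp, haptoglobin, had a log2 fold change of 0.40 (standard error 0.15, adjusted p = 0.14) and the metallothionein Mt2 one of 1.11 (standard error 0.33, adjusted p = 0.072; 0.0012 without untreated replicate 2 and 0.0073 with weights for the arrays). Camera gave the acute phase list an adjusted p of 5.91e-08 at a median of 1.40, and adjusted p = 0.0653 with an estimated correlation. The paper takes the rise of Gsta4, Saa3, S100a9 and Il1b as a further sign of an inflammatory response, beside the rise of the chemokines that recruit leukocytes.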

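Clec4d, a C-type lectin receptor of myeloid cells, had a signal of 5.33 ± 2.56 (SD, n = 4) in untreated skin and of 937 ± 447 (SD, n = 3) after DNA+electroporation, a log2 fold change of 7.42 (standard error 0.58, adjusted p = 0.00032 from limma). The call was lost with signals raised to a floor of 234, at a log2 fold change of 1.85 (adjusted p = 0.051). It was also lost with dim probe sets left out before the test, with the log2 fold change still at 7.42 (adjusted p = 0.098). Mmp13, a collagenase, rose from 28.7 ± 18.3 (SD, n = 4) to 902 ± 419 (SD, n = 3), by 5.23 on the log2 scale (standard error 0.74, adjusted p = 0.0037), and by 4.55 without untreated replicate 2. Of 11 measured markers of dendritic and Langerhans cells, 1 was higher, 1 was lower and 9 did not pass (3 and 1 when adjusted over the list alone). Cd86, the costimulatory ligand of activated antigen-presenting cells, rose from 114 ± 26.7 (SD, n = 4) to 482 ± 177 (SD, n = 3), by 2.03 (standard error 0.33, adjusted p = 0.0069; 0.10 with the floor). Epcam, an adhesion molecule of Langerhans cells that follicle epithelium also makes, had a log2 fold change of -1.28 (standard error 0.25, adjusted p = 0.017), which did not pass without untreated replicate 3 (adjusted p = 0.056), without DNA+electroporation replicate 1 (0.076) or with the floor (0.053). Cst3, cystatin C, had a log2 fold change of -0.09 (standard error 0.18, adjusted p = 0.81) and Fscn1, an actin-bundling protein of mature dendritic cells, one of 0.33 (standard error 0.28, adjusted p = 0.51). The list median was 0.28 by log2 fold change, and 0.58, 0.39 and -0.30 in DNA+electroporation replicates 1, 2 and 3 against -0.33 to 0.28 in untreated skin. Camera's adjusted p was 0.124, and it was 0.015 without DNA+electroporation replicate 3 and 0.049 with weights for the arrays.

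Of 18 measured matrix proteases and inhibitors, 8 were higher, 1 was lower and 9 did not pass, with the same counts when adjusted over the list alone; Mmp13 was chosen by the study on these samples (Table 1). Timp1, an inhibitor of metalloproteinases, rose from 358 ± 78.6 (SD, n = 4) to 3560 ± 596 (SD, n = 3), by 3.33 (standard error 0.22, adjusted p = 0.00028 from limma), and Mmp9, a gelatinase of leukocytes, by 4.00 (standard error 0.40, adjusted p = 0.00084). The 1 lower gene, named after its values were seen, was Timp3, a matrix-bound inhibitor (log2 fold change -1.11, standard error 0.20, adjusted p = 0.012; 0.059 and 0.057 without DNA+electroporation replicates 1 and 2). The lysosomal protease Ctsb had a log2 fold change of 0.06 (standard error 0.17, adjusted p = 0.88). Camera gave this list an adjusted p of 0.000824 at a median of 0.25, and adjusted p = 0.283 with an estimated correlation.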

Genes indicating an increased DC presence (Clec4d, IL-1β) [47] and activation (Mmp13) [47] were also up-regulated, which might potentiate the immune response. Even though the gene profiling data support the hypothesis that electroporation has an adjuvant effect, no induction of PSA-specific T cells was detected when electroporation was applied seconds before the DNA injection.

In summary, the addition of electroporation to intradermally delivered DNA leads to faster induction of transgene expression, increased levels of produced antigen and up-regulation of genes involved in local inflammatory and immune responses. Furthermore, application of electroporation after administration of DNA does not increase the number of persisting plasmid copies in skin compared to plasmid injection alone. The information provided in this study is valuable for bringing intradermal electroporation closer to clinical evaluation.

## Materials and Methods

### Animals

Balb/c and C57Bl/6 mice (6–10 wk old) were bred and housed at the animal facility of the Microbiology and Tumor Biology Center at the Karolinska Institutet, Stockholm, Sweden. Mice were anesthetized with 4% isoflurane (Baxter Medical AB, Kista, Sweden) and anaesthesia was maintained at 2–2.5% isoflurane in masks during all intradermal injections, electroporations and live imaging. All experiments using mice were approved by the Swedish National Board for Laboratory Animals.

### Plasmids

The luciferase-encoding plasmid, pVax-luc, and plasmid pVax-PSA encoding prostate specific antigen, have been described previously [16]. The pVax-LacZ plasmid was purchased from Invitrogen (Carlsbad, CA, USA). Plasmids were amplified in *E. Coli* and purified using an Endotoxin Free Plasmid Purification Kit (QIAGEN, Hilden, Germany). The DNA was dissolved in sterile PBS.

### DNA injections and *in vivo* electroporation

Intradermal injections in mice (10–50 µg DNA/20 µl PBS) were made near the base of the tail using a 29 G insulin grade syringe (BD Consumer Healthcare, Franklin Lakes, NJ). Immediately after DNA administration, an electrode was placed over the injection site and voltage was applied (2 pulses, 1125 V/cm, 50 µsec+8 pulses, 275 V/cm, 10 msec). Electrodes had two parallel rows of four 2-mm pins (1.5×4 mm gaps) (Cyto Pulse Sciences, Inc., Glen Burnie, MD). Electroporation was performed using the PA-4000S-Advanced PulseAgile® Rectangular Wave Electroporation System (Cyto Pulse Sciences, Inc.).

### Live imaging of protein expression after DNA vaccination

After DNA injection, mice were injected intraperitoneally with 100 µl/10 g mouse body weight of a 15 mg/ml solution of D-luciferin potassium salt (Xenogen, Alameda, CA) in PBS. Assessment of photonic emissions using the In Vivo Imaging System 100 (Xenogen) was performed 20 min after injection of D-luciferin. Overlay of images and luminescence measurements were made using Living Image software (version 2.50.1; Xenogen). A region of interest (ROI) was manually selected over the signal intensity. The area of the ROI was kept constant for all DNA injection sites and the intensity of luminescence (photons/sec/cm^2^) was recorded within the ROIs. Background luminescence (<200 pixels/sec/cm^2^) was determined by measuring luminescence from mice injected with empty vector DNA (pVAX1) followed by electroporation. For imaging of immediate protein expression, substrate (30 mg/ml D-luciferin) was injected 10 min before DNA injection. Assessment of photonic emissions was started immediately after DNA vaccination.

### β-galactosidase expression

Skin biopsies were removed from female C57Bl/6 mice 24–72 hours after LacZ DNA injection and electroporation. For expression in whole skin, the biopsies were fixed in 4% paraformaldehyde for 3 hours. To detect β-galactosidase activity, the biopsies were incubated in 1 mM X-gal (Invitrogen) at 37°C for 18 hours. For detection of β-glactosidase expression in sections, the biopsies were embedded in OCT; 10 µm sections were fixed in acetone/methanol (50/50) for 10 minutes and subsequently incubated in 1 mM X-gal for 3 hours. Sections were counterstained with eosin and mounted.

### Analysis of IFNγ-producing vaccine-specific CD8^+^ T cells

C57Bl/6 mice were injected intradermally on both flanks with either 10 µg pVax-luc alone or combined with 10 µg pVax-PSA, followed by electroporation. On day 13 after vaccination, 100 µl blood was collected from the tail vein and cells were stained for intracellular IFN-γ production after a 4 hr stimulation with a PSA derived peptide, as previously described [16]. Samples were analyzed using a FACSCalibur flow cytometer (Becton Dickinson) and CELLQuest software (Becton Dickinson).

### DNA persistence in skin – DNA purification and quantitative PCR (qPCR)

Balb/c mice were injected intradermally either with 2, 10 or 50 µg pVax-PSA followed by electroporation or with 50 µg pVax-PSA without electroporation. Mice were sacrificed at day 7, 30 or 60 after injection and the DNA injection sites were surgically removed. The skin biopsies were stored at −80°C until homogenization. Homogenization and total DNA extraction were performed using the DNeasy Blood & Tissue Kit (QIAGEN) according to the manufacturer's instructions. The purified DNA was eluted in 200 µl nuclease-free water (Applied Biosystems, Foster City, CA, USA). The level of plasmid DNA was determined using absolute quantification by qPCR (7500 Real-Time PCR System; Applied Biosystems) according to the manufacturer's instructions with the following PSA-specific primers and probe: 5′-ttgtcttcctcaccctgtcc-3′ (forward primer), 5′-tcacgcttttgttcctgatg-3′ (reverse primer), 5′-FAM-ctcatcctgtctcggattgtg-TAMRA-3′ (probe). The oligonucleotides were purchased from MedProbe (Lund, Sweden) and were used at a final concentration of 300 nM. The qPCR was optimized using standard protocols and the limit of detection of the assay was 10 plasmid copies. The number of plasmid copies per µg genomic DNA was determined using a standard dilution curve of the plasmid in genomic murine DNA. All skin biopsies were processed and analyzed independently.

### RNA isolation and gene expression profiling

C57Bl/6 mice were intradermally injected with 10 µg pVax-PSA followed by electroporation or left untreated. Mice were sacrificed 24 hrs later and the DNA injection sites and control sites were surgically removed. Immediately thereafter, the skin biopsies were snap frozen in liquid nitrogen and stored at −80°C until RNA isolation. The biopsies were homogenized (Polytron, Kinematica) in 1 ml TRIzol (Invitrogen) and total RNA was isolated according to the manufacturer's protocol. All skin biopsies were processed and analyzed independently. The size of the tissues ranged from 45–60 mg. Total RNA was dissolved in 30 µl RNase-free water. Typically, the yield was 40–50 µg of total RNA from 50 mg of tissue. RNA quality was confirmed by analysis in an Agilent 2100 Bioanalyser (Agilent Technologies, Inc, Paolo Alto, CA, USA) and quantified using a Nanodrop. cRNA synthesis and hybridization to U74v2 GeneChip® arrays was done according to the protocol recommended by the manufacturer (Affymetrix Inc., Santa Clara, CA, USA). CEL-files were imported from Affymetrix GeneChip® Operating Software (GCOS), and summary values created using MAS5. Analysis was carried out between the two experimental groups (untreated mice (n = 4), and mice subjected to DNA vaccination followed by electroporation (n = 3)) using significance analysis of microarrays (SAM) [48] which estimates the false discovery rate (FDR). Lastly, a fold change value for treated compared with untreated skin (control) gene expression was applied using the mean of the four replicates for each group. Thus, genes with an FDR of <5% and a mean expression that was at least twofold up- or down-regulated from baseline were considered further. The regulated gene list was consistent with both MAS5 and RMA normalisation (data not shown). For the pathway analysis we utilized a list of ∼500 genes (up- and down-regulated) from the MaS5 and SAM analysis. Pathway analysis was carried out using the web-based bioinformatics tool, Ingenuity pathway analysis (IPA, http://www.ingenuity.com). Affymetrix probe set IDs were uploaded into IPA and queried against all other genes stored in the IPA knowledge database. Probe sets representing genes having direct interactions with genes in the IPA knowledge database are called “focus” genes, which were then used as a starting point for generating functional networks. Each generated network is assigned a score according to the number of differentially regulated focus genes in our dataset. This identified significant canonical pathways, and gene expression changes were annotated using the FC values from the SAM analysis. It should be noted, however, that while the database extends the interpretation beyond mRNA transcript levels (as network genes do not have to be differentially expressed at the mRNA level), the data reflect current knowledge. The raw data files are available at Gene Expression Omnibus (GEO) under data set reference GSE18003.

### Validation of gene array results by qPCR

C57Bl/6 mice were either intradermally injected with 10 µg pVax-PSA followed by electroporation, injected with 10 µg pVax-PSA without electroporation, electroporated only, or left untreated. 24 hrs later the treatment site was excised and total RNA from skin biopsies was extracted as described above and reverse transcribed using TaqMan® Reverse Transcription Reagents (Applied Biosystems). All skin biopsies were processed and analyzed independently. Detection of mRNA was performed using a 7500 Real Time PCR System (Applied Biosystems). Primers were designed using ProbeFinder version 2.35 for the Mouse Universal ProbeLibrary (http://www.universalprobelibrary.com) from Roche Applied Science and were purchased from MedProbe (primer sequences are listed in the **supporting information Table S2**). A pre-optimized primer and probe assay for 18S rRNA (Applied Biosystems) was used as an endogenous control. Primers (300 nM final concentration) were pre-mixed with SYBR®GREEN PCR Master Mix (Applied Biosystems) and applied to 96-well MicroAmp Optical plates (Applied Biosystems). Skin cDNA aliquots were diluted 1∶10 and 3 µl were added in triplicates. Skin cDNA diluted 1∶500 was used for detection of 18S rRNA. Samples were assessed for DNA contamination by including cDNA controls prepared without reverse transcriptase. Standard thermal cycling conditions were applied. For calculation of fold changes of target gene expression between different treatment schedules, the ΔΔCt-method was applied as previously described [49]. The threshold cycle (CT) for 18S was subtracted from the CT for the target gene to adjust for variations in the cDNA synthesis.

### Statistics

Two-way ANOVA analysis was used to investigate differences in luciferase transgene expression between mice receiving electroporation or not. DNA persistence data were analyzed using 2-way ANOVA, where dose/time and electroporation/time were used as variables. Statistical differences in plasmid persistence between groups at day 60 were analyzed using the non-parametric Kruskal-Wallis test. Quantitative PCR data were analyzed using the 2^−ΔΔCT^ method. Normality of q-PCR data was tested using the D'Agostino & Pearson omnibus normality test. As data did not pass the normality test, Kruskal-Wallis tests were used to analyze the impact of treatment on gene expression. P<0.05 was considered statistically significant. All statistical analyses were performed using GraphPad Prism version 4.03 for Windows, GraphPad Software, San Diego California USA, www.graphpad.com.

## Supporting Information

Figure S1 C57Bl/6 mice were injected intradermally on both flanks with 10 µg pVax-PSA. The vaccination site were either not electroporated (+DNA, -EP), electroporated after DNA administration (+DNA, +EP) or electroporated before DNA injection (+EP, +DNA). On day 13 after vaccination, spleens were harvested and cells were stained for intracellular IFN-γ production after a 4 hr stimulation with a PSA derived peptide, as previously described [16].
(0.03 MB TIF) Click here for additional data file.

Table S1 (0.37 MB TIF) Click here for additional data file.

Table S2 (0.07 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

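RNA of whole skin from 7 C57Bl/6 mice was measured on Affymetrix U74v2 arrays, 1 array per mouse. In 3 mice the site had received 10 µg pVax-PSA and electroporation 24 hrs earlier (DNA+electroporation), and 4 mice were untreated. The labels of the treated arrays name electroporation only. The DNA injection was taken from the submitters' design text and the paper's methods. The paper's methods say that CEL files were imported from GCOS, summarized with MAS5, tested with SAM and filtered at a 2-fold change and an FDR under 5%; the submitters' processing notes also name MAS5. The version of MAS5, its scaling target and whether probe sets were filtered are not given in the sources used here. The deposited values are log2 of the MAS5 signal of each probe set, 1 column per array, made by the authors. The signal scale and base follow from the values, since ratios of the group means of the unlogged values equal the fold changes of Table 1. The arrays were already scaled to each other (trimmed means within 2.83%) and were used as they stand. The 7046 probe sets included 35 control probe sets, which were left out of the tests. Of the 7011 others, 6355 match 1 gene, 252 match several genes and 404 are unnamed here. Gene symbols were updated through the Entrez gene ID for 6350 probe sets, and no gene was named from a probe set that matches several. The named probe sets cover 5481 genes. For a gene with several probe sets, the one with the highest mean signal over the 7 arrays was used, and where another probe set gave another call its value is printed.

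The 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided) on log2 signal, with Benjamini-Hochberg adjustment over 7011 probe sets and no covariate. A probe set was counted at an adjusted p under 0.05 and a ratio of group means of unlogged signal of at least 2 or at most 0.5. Means ± SD are of unlogged signal, and log2 fold changes and standard errors are limma's. The text names every gene of Table 1, Fig. 5 and the paper's text on the arrays, genes with the largest rises and falls among brighter probe sets, and for each list up to 4 members past the test with the largest change and up to 2 brightest members not past it; the values of Table 1 had been seen when this rule was written. The 34 gene lists hold 996 members, of which 604 were measured. They cover interferon signaling components, interferon-stimulated genes, chemokines, pro-inflammatory cytokines and mediators, acute phase proteins, MHC class I and antigen processing, MHC class II, complement, nucleic acid and pathogen sensing, wound-activated keratinocyte genes, muscle injury and regeneration, cholesterol synthesis, matrix proteases and inhibitors, glutathione and oxidative stress response, heat shock and unfolded protein response, immediate early genes, cell cycle, mitochondrial respiratory chain, markers of 15 cell types or structures of skin (neutrophils, monocytes and macrophages, dendritic and Langerhans cells, T and NK cells, B and plasma cells, mast cells, erythrocytes and platelets, differentiating keratinocytes, hair follicle, skeletal muscle, adipocytes, fibroblast matrix, endothelium, melanocytes, nerve) and reference genes. Within a list, genes were called by the adjusted p alone, over all probe sets and over the list alone. Lists were tested with camera at a preset correlation of 0.01 and adjusted over the 34 lists; camera with an estimated correlation and fry, a test of a list on its own, were alternatives.

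Data were simulated at the size of this comparison, with 50 probe sets changed at each size. Limma recovered 36%, 82%, 98% and 100% of changes of 1, 2, 3 and 4 on the log2 scale. A change of 1 lies at the 2-fold cut of the counting rule, so its 36% cannot be put down to the number of arrays alone. Limma made 6 false calls among 164, and the implementation of SAM written for this work made 160 calls, 5 of them false. Camera called 3 of 3 shifted lists and 1 of 27 others. That rate does not carry over to lists with strongly correlated genes, which were not simulated. Camera's estimated correlation was 0.89 for hair follicle genes and 0.59 for interferon-stimulated genes, over the preset 0.01. The number of arrays limits the precision, and no detection calls or probe-level values were used here, so a background level per array is unknown. Alternatives were limma without the trend, with array weights and with the replicate number as a block; SAM on log2 and on unlogged signal with all 35 splits of the arrays; a geometric fold; quantile normalization; a common median; signals under the 25th percentile (234) raised to it; probe sets under the 40th percentile of mean signal (396) left out; the mean of, or another of, a gene's probe sets; and each array left out in turn. RMA, a second normalization that the paper mentions, needs probe-level values and was not run. The pathway and ontology analyses of the paper, its supporting tables, its qPCR, imaging and T cell data were not analysed here. The result of 1 list member is not reported here.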

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

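The tests of explanations given here were chosen after the patterns had been seen, while the lists of genes they use were fixed earlier. In 6 of 135 groups of 4 untreated arrays that were looked at for an array far from the others, 1 array stood apart by Dixon's test, where chance gives about 1 in 20 groups. Log2 signals of untreated replicate 2 were 5.07 for Isg20 (the others 7.10 to 7.50), 8.94 for Tap1 (9.85 to 9.92), 4.49 for Il1b (5.80 to 5.88) and 10.71 for Plin2 (11.25 to 11.33). Gsta4 was at 2.31 in untreated replicate 4 (3.86 to 3.94), and Fscn1 at 9.29 in untreated replicate 1 (10.21 to 10.37). Lists that have no statement of their own in the paper shifted upward beyond other genes by camera, although 4 of them hold genes of Table 1 (the first 3 named here and the proteases). Their median log2 fold changes were 4.00 for neutrophil markers, 2.04 for monocyte and macrophage markers, 1.80 for nucleic acid and pathogen sensing, 0.85 for endothelium and leukocyte adhesion, 0.69 for immediate early genes, 0.32 for complement and 0.25 for matrix proteases and inhibitors; none of these calls held with an estimated correlation.

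Hair follicle genes were low in DNA+electroporation replicates 1 and 2, while the list median of replicate 3 was -0.36, within the untreated range of -0.60 to 0.35. An effect of DNA+electroporation shared by all treated mice stays open, since this rests on 1 array. In replicate 3, 6 of the 30 measured genes, Krtap9-1 and Krt27 among them, were below every untreated array. Chance gives the same share, 1 in 5, so this count cannot decide the question. A response that was weaker in replicate 3 by 1 factor for all genes is argued against: its hair follicle change was 5.74% of the mean of the other 2 arrays, against 25.8% to 87.9% for the 17 other lists that camera called, muscle left out, although a response that is not proportional between genes stays open. Fewer growing, pigmented follicles in 2 of the biopsies is a candidate explanation, because the melanocyte list was at most -1.74 there, below every untreated array (-0.70 to 1.27). Whether such follicles had differed before treatment or were lost with it was not tested.

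Skeletal muscle genes were low in DNA+electroporation replicate 3, where 97.4% of those measured were below every other array, while the list medians of replicates 1 and 2 were 0.21 and 0.46. An untreated array that carries the label of a treated one is excluded: interferon-stimulated genes in replicate 3 had a list median of 2.15, above all untreated arrays (-0.52 to 0.58). Less muscle in this biopsy and a loss of transcripts within muscle that was present cannot be told apart, because both would lower these genes and no other value here separates them.

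Hdc, histidine decarboxylase, which makes histamine, rose in DNA+electroporation skin by 4.06 on the log2 scale (standard error 0.41, adjusted p = 0.00084 from limma). It was listed as a mast cell marker, but 0 of the other 3 measured markers were higher by limma, and the highest of their log2 fold changes plus 2 standard errors was 1.15, which argues against more mast cells as the whole cause. A source in neutrophils or their precursors may account for it: the neutrophil list median was at least 3.53 above the untreated mean in each treated array, against -0.37 to 0.29 in untreated skin. Induction in another cell type was not tested.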

How the results depend on the processing

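SAM on unlogged signal, the geometric fold, limma without the trend, quantile normalization and the common median kept the counts of higher and lower probe sets within 1.5 times of 360 and 151. An alternative chosen after seeing the data, without hair follicle and muscle genes, gave 332 and 147. Only 5 listed hair follicle genes and 1 listed muscle gene were lower to begin with, so the lower count could change little. Krt72 and Gm10228, on neither list, were also least reduced in DNA+electroporation replicate 3. This alternative therefore cannot show that the falls were independent of the hair follicle difference. With signals raised to the floor the counts were 203 and 49 (306 and 167 by the ratio of means alone), and without dim probe sets they were 237 and 95 (261 and 168), from fewer probe sets. Array weights gave 255 lower and SAM on log2 signal 234 lower. Leaving out 1 array gave 197 to 470 higher and 39 to 379 lower, and 253 to 463 lower by the ratio of means alone. The share of higher calls was 70.5%, and between 55.4% (without DNA+electroporation replicate 3) and 87.4% (replicate block) under the alternatives of limma. Between 15 and 18 Table 1 genes passed under every alternative. Replicate numbers do not pair the samples: the deviations of same-numbered arrays correlated at 0.14, -0.25 and -0.16, and 1 of 6 arrays correlated best with its own number. With the replicate number as a block, 208 were higher and 30 lower, and the same 6 arrays without a block gave 271 and 67.

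The number of lists called by camera was 18 to 21 under the alternatives other than the estimated correlation, with 0, and fry, with 16. The estimated correlation gave an adjusted p of 0.122 for interferon signaling, interferon-stimulated genes, cytokines and MHC class I, 0.0968 for chemokines and 0.0653 for acute phase proteins. For acute phase proteins the estimate was -0.032, under the preset 0.01, so the lost calls do not measure correlation alone. The skeletal muscle list turned upward without DNA+electroporation replicate 3 (0.000473; leave-outs 1.64e-05 to 0.0909) and with array weights, there without a call (0.943). Except where a construction is named, the cause was not tested. Signal over background is unknown, which limits the ratios of dim genes.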

Differences from the paper's values

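The paper reports 231 probe sets or genes at least 2-fold lower after DNA+electroporation, and 151 probe sets were lower here by the 2-fold ratio and limma's adjusted p together. The paper's sentence names the fold only, and by the fold alone the count here was 285, within 1.5 times of the paper's. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with SAM on log2 signal (234), the test that the paper's methods name, with SAM on unlogged signal (163), with array weights (255) and with the geometric fold (159). It did not without the intensity trend (133), with quantile normalization (144), the common median (134), the floor (49), dim probe sets left out (95) or the replicate block (30), or without any 1 of the 7 arrays (39 to 379). Ankrd1, which the paper lists in Table 1 among its most up-regulated genes, did not pass here (adjusted p = 0.12 from limma); it passed with array weights (adjusted p = 0.019), without DNA+electroporation replicate 3 (0.0036) and with SAM on log2 signal, where all 18 passed.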

Other observations

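Genes that sense pathogens rose in DNA+electroporation skin (n = 3) against untreated skin (n = 4). Of 14 measured nucleic acid and pathogen sensing genes, 1 of them in Table 1, 9 were higher, none was lower and 5 did not pass (9 higher when adjusted over the list alone), with a camera adjusted p of 3.04e-08 and adjusted p = 0.122 with an estimated correlation. Casp4, which detects cytosolic lipopolysaccharide, rose by 2.64 on the log2 scale (standard error 0.43, adjusted p = 0.0077 from limma). Of 12 measured genes of endothelium and leukocyte adhesion, 6 were higher and 6 did not pass (7 when adjusted over the list alone; camera adjusted p = 0.000225, adjusted p = 0.354 with an estimated correlation). Itgb2, the beta chain of leukocyte integrins, rose by 2.05 (standard error 0.26, adjusted p = 0.0022), and Vcam1, an adhesion molecule of activated endothelium, by 2.19 (standard error 0.33, adjusted p = 0.0054; 0.20 with the floor, and 0.50 for another of its probe sets). Of 19 measured immediate early genes, 5 were higher and 1 lower (9 and 1 when adjusted over the list alone; camera adjusted p = 0.000789, adjusted p = 0.122 with an estimated correlation). Fos, of the AP-1 complex, rose from 445 ± 126 (SD, n = 4) to 1848 ± 527 (SD, n = 3), by 2.06 (standard error 0.28, adjusted p = 0.0032). Egr2 was the lower one at -1.31 (standard error 0.34, adjusted p = 0.044), and it did not pass without untreated replicate 1, 3 or 4 (adjusted p = 0.093, 0.12 and 0.11), DNA+electroporation replicate 1 or 2 (0.12 and 0.11), with the common median (0.051), without the intensity trend (0.062) or with the floor (0.12). Of 11 measured complement genes, 3 were higher and 8 did not pass (4 when adjusted over the list alone; camera adjusted p = 0.00527, adjusted p = 0.354 with an estimated correlation). C3ar1, the receptor for C3a, rose by 2.51 (standard error 0.41, adjusted p = 0.0072) and C2, of the classical pathway, by 1.78 (standard error 0.31, adjusted p = 0.0095), while C1qb had a log2 fold change of 0.50 (standard error 0.25, adjusted p = 0.25).

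Among genes of fat, 31 adipocyte and fatty acid metabolism genes were measured, of which 2 were higher, 8 lower and 21 did not pass (4 and 12 when adjusted over the list alone; median -0.53, camera adjusted p = 0.00524, adjusted p = 0.122 with an estimated correlation). Lpl, lipoprotein lipase, named after its values were seen, fell from 3731 ± 236 (SD, n = 4) to 1479 ± 170.1 (SD, n = 3), a log2 fold change of -1.34 (standard error 0.14, adjusted p = 0.00095 from limma; 0.089 for its other probe set). Pck1, which feeds glycerol synthesis, was at -2.67 (standard error 0.53, adjusted p = 0.016; 0.054, 0.052 and 0.058 without untreated replicate 3, untreated replicate 4 or DNA+electroporation replicate 1; log2 fold change -1.98 and -3.28 without DNA+electroporation replicates 2 and 3). Plin2, a lipid droplet coat protein made by many cell types, rose by 1.54 (standard error 0.18, adjusted p = 0.0015). Of 37 genes of the fibroblast matrix, 1 was higher and 2 lower (1 and 9 when adjusted over the list alone; median -0.46, camera adjusted p = 0.00155, adjusted p = 0.381 with an estimated correlation). Tenascin C, Tnc, an early matrix protein of wounds, rose by 1.24 (standard error 0.21, adjusted p = 0.0088; 0.056 for its other probe set), and Col15a1 was at -1.30 (standard error 0.27, adjusted p = 0.019; 0.061, 0.088 and 0.081 without untreated replicate 4, DNA+electroporation replicate 1 or 2). Col1a1 had a log2 fold change of -1.10 (standard error 0.33, adjusted p = 0.068). It passed without DNA+electroporation replicate 3 (adjusted p = 0.0090), with weights for the arrays (0.0095) and with quantile normalization (0.048). Of 22 genes of keratinocyte differentiation, 3 were lower and 19 did not pass (2 higher and 5 lower when adjusted over the list alone; median -0.28, camera adjusted p = 0.124). Ivl, involucrin, was at -1.11 (standard error 0.20, adjusted p = 0.012; 0.054 without DNA+electroporation replicate 1 or 2), and Krt10 at -0.21 (standard error 0.13, adjusted p = 0.34).

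The other lists were not called by camera. For muscle injury and regeneration genes this cannot show that they were unchanged, because DNA+electroporation replicate 3 was low in skeletal muscle genes. Their list median was 0.42, 0.36 and -0.27 in DNA+electroporation replicates 1, 2 and 3, against -0.30 to 0.15 in untreated skin. Csrp3, a member, had a signal of 4733, 6321 and 15.6 there (untreated 619 to 1266). Cdkn1a, another member, had 1016, 565 and 1736 (untreated 597 to 2182). Of 19 heat shock and unfolded protein response genes, 2 were higher and 1 lower (3 and 2 when adjusted over the list alone; median -0.11, camera upward, adjusted p = 0.79). Atf3, a stress-induced transcription factor, rose by 2.41 (standard error 0.30, adjusted p = 0.0022 from limma; 0.10 for its other probe set), and the chaperone Hspa1a was at -0.92 (standard error 0.21, adjusted p = 0.030), which did not pass without untreated replicate 1, 3 or 4 (adjusted p = 0.068, 0.091 and 0.083) or DNA+electroporation replicate 1 or 2 (0.12 and 0.087), or with the floor (0.066). Of 4 mast cell markers 1, Hdc, was higher (1 higher and 1 lower when adjusted over the list alone; median -0.20, camera upward, adjusted p = 0.709), and Cpa3 and Cma1, mast cell proteases, had log2 fold changes of -0.78 (standard error 0.39, adjusted p = 0.25) and 0.37 (standard error 0.39, adjusted p = 0.60). Of 3 erythrocyte and platelet markers 1 was lower, also when adjusted over the list alone (median -0.44, adjusted p = 0.153; 0.0438 without DNA+electroporation replicate 2), Slc4a1, the anion exchanger band 3, at -1.87 (standard error 0.36, adjusted p = 0.014; 0.43 with the floor). Of 6 nerve and Schwann cell markers 1, Egr2, was lower, also when adjusted over the list alone (median -0.02, adjusted p = 0.79). No gene passed limma's test in the lists of cell cycle (35 measured, median 0.12, adjusted p = 0.201; 3 with an unadjusted p under 0.05, none by SAM; 0.00328 without untreated replicate 2 and 0.0461 without DNA+electroporation replicate 1, both upward), mitochondrial respiratory chain (38, median -0.14, 0.279; 4 unadjusted, none by SAM), cholesterol synthesis (14, median -0.07, camera upward, 0.972; 1 unadjusted, none by SAM), muscle injury and regeneration (12, 1 of them in Table 1, median -0.13, camera upward, 0.79; 2 unadjusted, 1 higher by SAM), B and plasma cell markers (2, median -0.02, 0.972; none unadjusted or by SAM) and reference genes (13, median -0.03, camera upward, 0.946; none unadjusted or by SAM).

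Chance as the source of the counts was tested with all 35 splits of the 7 arrays into 3 and 4. It can be excluded for the higher and lower probe sets: for each, 1 split, the real one, gave a count as large, with 360 against a highest other count of 2, and 151 against 2. For the Table 1 genes the real split gave 17 and the highest other 0, which says nothing of chance, because these genes were chosen under the real grouping of the same arrays. For the number of lists called by camera it cannot be excluded: 4 splits gave at least the real 19, and the highest other gave 22; the 3 others set DNA+electroporation replicates 1 and 2 with 1 untreated array against the rest, so they carry part of the treatment. The smallest p of an exact two-sided permutation test of list medians in this design is 0.0286; 13 of the 19 lists called by camera reached it, and complement, matrix proteases, fibroblast matrix and hair follicle genes (0.0571 each), endothelium (0.0857) and skeletal muscle (0.714) did not.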
